A study of Arabidopsis thaliana with 28 samples. Its data were reported in "High-throughput capture of transcription factor-driven epigenome dynamics using PHILO ChIP-seq" (2024).

How the data were processed

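The acetylation of lysine 9 of histone H3 (H3K9ac), a histone modification of active genes, was profiled in whole 10-day-old seedlings of Arabidopsis thaliana Col-0, the reference accession of this plant, without any treatment. The 28 libraries form 14 groups of 2 replicates each, and every group was taken from the sample titles. PHILO is a plant chromatin immunoprecipitation (ChIP) procedure for many small samples. eChIP is a ChIP procedure with a shortened nuclei extraction. The titles of the eChIP libraries also begin with PHILO, and these libraries were grouped as eChIP because their titles name it. CUT&Tag replaces the immunoprecipitation with a Tn5 transposase that an antibody guides to the modified chromatin, where it cuts and tags the DNA in place.

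The authors aligned the reads to the TAIR10 genome with Bowtie2 and called H3K9ac domains with epic2 against an IgG control, a precipitation with an unspecific antibody. They called the domains in each library on its own, so the replicates were not pooled. epic2 counts reads in windows along the genome and joins enriched windows that lie close together into a domain. The window size, the permitted gap, the limit on the false discovery rate (FDR) and the handling of duplicate reads were not stated. All domain borders fell on a grid of 200 bp. No domain end lay beyond the last bin of its chromosome in the TAIR10 annotation used here, and coordinates are given 1-based in this build.

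For each domain, the authors deposited a whole-number count of ChIP reads and a count of IgG reads, neither of them normalised. The deposited log2 fold change is the log2 of the ChIP count over the IgG count after the authors divided each by its library size. The deposited p-value and the FDR came from the epic2 test of that domain against the IgG control. The deposited score was the caller's own value for a domain and entered no result. The fold change and the FDR of a domain were used only to describe or filter the domains of the list they belong to. Reads outside the domains were not analysed here, so the fraction of reads in domains was not computed on an absolute scale. The study calls the labelled depths approximate and refers to its supplement for exact depths and quality metrics, which were not used here.

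The ratio of the ChIP to the IgG library size was recovered from each list, since the counts and the deposited fold change of a domain together give this ratio. It was the same for every domain of a list to within 1.11e-15. Among the 58882 intervals that occurred in 2 or more lists, 0 had more than 1 IgG count, so all lists share 1 IgG control and the recovered ratios place the libraries on a common scale of relative depth. This depth is given as a percentage of the mean of the PHILO libraries labelled 10M reads. The total ChIP count inside the domains ranged from 207252 to 7244180 reads per library. These counts carry no molecular identifiers, so counting error understates the true error.

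Pooled enrichment was defined as the summed ChIP count over the summed IgG count of all domains in a library, each divided by its library size. This sum moves with the length that was called, so the covered length and the ChIP count per kb of domain are given beside it. Reference regions were the merged domains with a domain in both 10M libraries, and a reference region was recovered by a library when a domain overlapped it by at least 1 bp. Relative reads in domains were the ChIP reads in domains of chromosomes 1 to 5, divided by the library size and expressed as a percentage of the mean of the 10M libraries. The Jaccard index of a pair of libraries was the length covered by both over the length covered by either, and it was also computed after the domains of the second library had been placed at random on the same chromosome. For each pair of libraries, the ChIP counts of domains with identical borders were compared by a chi-square statistic divided by its degrees of freedom. This variance ratio is 1 for counts that differ by counting noise alone in domains chosen without regard to the counts. Here the borders were called from the same counts, so the ratios were compared only between pairs of libraries that were selected in the same way. For models with an IgG share or a GC trend, the ratio was computed around the counts that the model predicts for 1 library from the other, and its value without either term differs slightly from the chi-square form. The Jaccard index and the count tests were restricted to chromosomes 1 to 5, because no domain of an organelle genome occurred in all 4 libraries of a comparison.

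Relations with depth, cycle number and nuclei number were tested with the Spearman rank correlation, with the Pearson correlation on log10 of the label beside it. Their p-values are two-sided and came from exact permutation over all pairings, or from 100000 resamples for the 10 libraries of the depth series. Differences between groups were tested by two-sided exact permutation over all splits of the libraries. Benjamini-Hochberg (BH) adjustment was applied over the 7 relations, and separately over the 3 differences in domain count and the 3 differences in enrichment. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 were used.

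For the comparison of single regions, the domains of the 4 libraries of a comparison were merged, and only merged regions with a domain in each of them were kept. Counts exist only inside called domains, so a region without a domain in a library is a missing value and not a count of 0. The ChIP counts were summed per region and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM scaling and without covariates. A region was called at a BH adjusted p-value under 0.05. The test was checked on counts simulated from the means, library sizes and common dispersion of each comparison, with 200 regions changed 2-fold. It recovered from 73.0% of these among the 6818 regions of the comparison of 0.5M with 10M to 100% among the 13231 regions of the comparison of 1 mg tissue with 10M. The share of false calls was between 0.99% and 7.41%. Differences in the called borders between libraries were not simulated, so these shares do not cover errors that come from them. The regions named in the text are the 2 with the smallest adjusted p-value in each direction among called regions with an absolute log2 fold change of at least 1 and no overlap of the CPM values between the groups. AT3G52390 was added since the study shows it as an example. Groups, main tests, the rule for naming regions and all alternatives but 2 were fixed before the data were examined. The regions themselves, other than AT3G52390, were picked by this rule from the same tests that are reported for them. Some tests of possible explanations were chosen later, as stated with the other observations.

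The alternatives were a minimum deposited log2 fold change of 1, a maximum FDR of 1e-10, the nuclear chromosomes alone, the median log2 fold change in place of pooled enrichment, the recovered in place of the labelled depth, another reference or overlap, another PHILO group for comparison, a term for the replicate number and leaving out each library in turn. For the region test they were DESeq2 1.42.0, scaling to the total count, a minimum of 50 counts, a covered length of at least 80% of the region in each library, an offset for the covered length, and the regions common to all 28 libraries. A correction for GC content, and the overlap of replicates counted from replicate 2 to replicate 1, were added after the data had been seen.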

Results

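H3K9ac domains were compared between 14 groups of 2 replicates from untreated Arabidopsis seedlings. PHILO libraries were sequenced to labelled depths of 0.5M, 1M, 2M, 5M and 10M reads, amplified with 10, 12 or 14 PCR cycles, or prepared from 1 mg of tissue or from 500K, 100K or 20K nuclei. eChIP and CUT&Tag libraries served as other methods. The 28 domain lists held 370373 domains in total. The depth recovered from the deposited values followed the labels at most steps of the depth series. It was 3.84% ± 0.85 (SD, n = 2) of the 10M mean for 0.5M, 11.9% ± 1.29 (SD, n = 2) for 1M and 49.8% ± 5.69 (SD, n = 2) for 5M. The libraries labelled 2M reached 32.0% ± 2.35 (SD, n = 2), which is closer to the 5M libraries than the labels would give. Among the other groups, the recovered depth ranged from 25.0% in replicate 2 of the 10-cycle group to 91.7% in replicate 2 of eChIP.

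The depth series asks how many reads are needed to find most H3K9ac domains. The number of domains rose from 8991 ± 1666 (SD, n = 2) at 0.5M through 12698 ± 746 (SD, n = 2) at 1M, 13933 ± 317 (SD, n = 2) at 2M and 14550 ± 292 (SD, n = 2) at 5M to 15210 ± 40.3 (SD, n = 2) at 10M. The Spearman correlation with the labelled depth was 0.985 with a permutation p of 2e-05 and a BH value of 1.4e-04 over 7 relations. The Pearson correlation was 0.872 with a permutation p of 3e-05 and a BH value of 2.1e-04. Without the 2 libraries at 10M it was 0.866. Set against the recovered depth in place of the label, the Spearman correlation was 0.976. At 0.5M, replicate 2 had the lower recovered depth, with 3.24% against 4.44% of the 10M mean, but 10169 domains against 7813 in replicate 1.

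**Figure D1:**
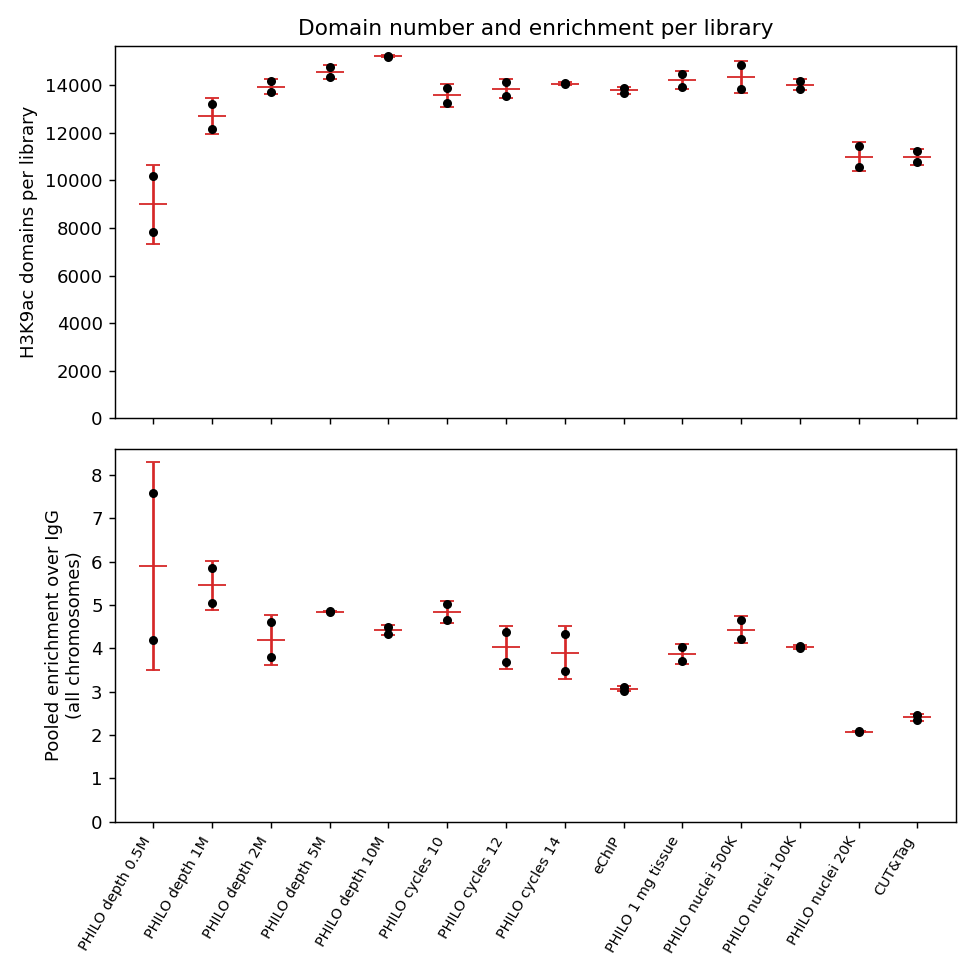
Number of H3K9ac domains (upper axis) and pooled enrichment of ChIP over IgG in all domains (lower axis, a ratio without unit) for each library as points, with the mean and SD of the 2 replicates of each of the 14 groups as bars. The 20K nuclei and CUT&Tag groups have fewer domains than every other group except 0.5M, and the lowest enrichment of all groups.

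Of the 14772 reference regions, 58.3% ± 9.55 (SD, n = 2) were recovered at 0.5M, 82.8% ± 4.07 (SD, n = 2) at 1M, 91.2% ± 1.86 (SD, n = 2) at 2M and 95.7% ± 1.71 (SD, n = 2) at 5M. Across these 8 libraries, the Spearman correlation of recovery with depth was 0.976 with an exact permutation p of 7.9e-04 and a BH value of 0.00278. The Pearson correlation was 0.881 with an exact permutation p of 0.00278 and a BH value of 0.00972, and 0.919 without the 2 libraries at 5M. The recovered regions differed in ChIP count. The regions were divided into 4 quartiles by their summed ChIP count in the 10M libraries, which rises with length as well as with signal. A longer region also meets an overlap of 1 bp more easily, so the quartiles do not separate signal from length. In the lowest quartile, 10.6% ± 7.53 (SD, n = 2) had a domain at 0.5M, 38.7% ± 11.7 (SD, n = 2) at 1M, 65.9% ± 7.25 (SD, n = 2) at 2M and 83.2% ± 6.64 (SD, n = 2) at 5M. In the highest quartile, the share was 95.9% ± 2.25 (SD, n = 2) at 0.5M already.

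**Figure D2:**
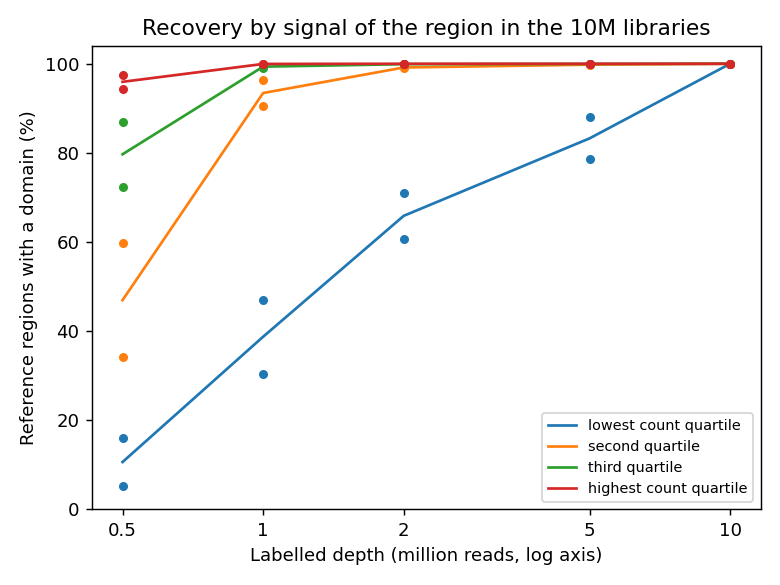
Share of the 14772 reference regions with a domain (in percent) against the labelled depth (reads in units of 1M, log axis), for 4 quartiles of the ChIP count of the regions in the 10M libraries; points are libraries and lines join the means of 2 replicates. Regions in the lowest quartile are recovered at 10.6% at 0.5M and 83.2% at 5M, and those in the highest quartile at 95.9% at 0.5M.

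Pooled enrichment over IgG was 4.19 and 7.59 in the replicates at 0.5M, and the means were 5.46 ± 0.568 (SD, n = 2) at 1M, 4.20 ± 0.573 (SD, n = 2) at 2M, 4.85 ± 0.0202 (SD, n = 2) at 5M and 4.41 ± 0.115 (SD, n = 2) at 10M. The covered length rose over the same steps from 10.8 Mb ± 0.303 (SD, n = 2) to 20.2 Mb ± 0.151 (SD, n = 2), and the mean ChIP count per kb of domain from 19.7 to 346. The relation with depth was not past the threshold, with a Spearman correlation of -0.345 (permutation p of 0.343, BH value 0.343) and a Pearson correlation of -0.476 (permutation p of 0.166, BH value 0.189). Without the 2 libraries at 10M, the Pearson correlation was -0.421. This result changed with the chromosomes used. In replicate 1 of the 0.5M group and replicate 2 of the 2M group, 1 domain covered the whole plastid genome and held 13.4% and 7.75% of all counts in domains. On chromosomes 1 to 5 alone, the Spearman correlation was -0.862 with a permutation p of 0.00274. Over all chromosomes, it moved from -0.345 to -0.712 without replicate 1 of the 0.5M group, with an exact permutation p of 0.0392.

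The cycle series asks whether PCR amplification changes the profile. The number of domains was 13566 ± 470 (SD, n = 2) after 10 cycles, 13853 ± 410 (SD, n = 2) after 12 and 14066 ± 55.2 (SD, n = 2) after 14. The Spearman correlation with the cycle number was 0.598 with an exact permutation p of 0.267 and a BH value of 0.311. The Pearson correlation was 0.625 with an exact permutation p of 0.189 and a BH value of 0.189, and 0.458 without the 2 libraries at 10 cycles. Pooled enrichment was 4.84 ± 0.253 (SD, n = 2), 4.03 ± 0.495 (SD, n = 2) and 3.90 ± 0.608 (SD, n = 2) in the same order. Its Spearman correlation with the cycle number was -0.837 with an exact permutation p of 0.0667 and a BH value of 0.0933. The Pearson correlation was -0.732 with an exact permutation p of 0.0889 and a BH value of 0.124, and -0.160 without the 2 libraries at 10 cycles, where the Spearman correlation was -0.447. Over all chromosomes, the linear relation therefore rests largely on these 2 libraries. A whole-plastid domain occurred in 1 library at 12 cycles and in 1 at 14 cycles, and on chromosomes 1 to 5 alone the Spearman correlation was -0.956 with an exact permutation p of 0.0222. There both libraries at 14 cycles, with an enrichment of 4.33 and 4.17, also lay below both at 12 cycles, with 4.38 and 4.42. The recovered depth rose with the cycle number as well, with a Spearman correlation of 0.956 and an exact permutation p of 0.0222. Cycle number and depth therefore cannot be told apart in this series.

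The nuclei series asks for the smallest input that gives a usable profile. The number of domains was 14343 ± 689 (SD, n = 2) for 500K nuclei, 14010 ± 228 (SD, n = 2) for 100K and 10995 ± 610 (SD, n = 2) for 20K. The difference between 500K and 100K was smaller than the spread between the 500K replicates, while both 20K libraries lay below all 4 others. The Spearman correlation with the nuclei number was 0.837 with an exact permutation p of 0.0667 and a BH value of 0.0933. The Pearson correlation was 0.879 with an exact permutation p of 0.0444 and a BH value of 0.0778, and 0.977 without the 2 libraries at 500K. Pooled enrichment was 4.42 ± 0.312 (SD, n = 2), 4.03 ± 0.0399 (SD, n = 2) and 2.07 ± 0.0104 (SD, n = 2) for 500K, 100K and 20K, and the covered length was 19.5 Mb, 21.3 Mb and 16.9 Mb. The Spearman correlation was 0.956 with an exact permutation p of 0.0222 that did not hold after correction (BH value 0.0519). The Pearson correlation was 0.926 with an exact permutation p of 0.0222 and a BH value of 0.0519, and 1.00 without the 2 libraries at 500K. Both Pearson values without 500K rest on 2 nuclei numbers only, each with an exact permutation p of 0.333. They show that the 20K libraries lay apart from the 100K libraries and say nothing about larger numbers. The recovery of reference regions was 94.0% ± 2.55 (SD, n = 2), 94.1% ± 1.36 (SD, n = 2) and 73.4% ± 3.72 (SD, n = 2). Relative reads in domains fell from 96.8% ± 4.55 (SD, n = 2) for 500K to 48.3% ± 1.55 (SD, n = 2) for 20K nuclei.

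The remaining groups compare small tissue input and other methods with standard PHILO libraries. The 10M group was the reference for domain counts, since these move with depth. Against its 15210 domains, CUT&Tag had 10990 ± 326 (SD, n = 2), a difference of -4220. The difference was -1435 for eChIP with 13775 ± 154 (SD, n = 2) and -1000 for 1 mg of tissue with 14210 ± 390 (SD, n = 2). In each case both libraries lay below both 10M libraries, and the exact permutation p was 0.333, the smallest that 2 against 2 libraries can give. With domains of a log2 fold change of at least 1 only, the difference for CUT&Tag was -6264. Against the 5M libraries, the difference for 1 mg of tissue was -340 with an exact permutation p of 0.667.

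Pooled enrichment was set against the 16 PHILO libraries of the depth and cycle series, whose mean was 4.70 ± 0.967 (SD, n = 16). It was 2.41 ± 0.0756 (SD, n = 2) in CUT&Tag, a difference of -2.29 with an exact permutation p of 0.0131 and a BH value of 0.0392 over 3 differences, and both libraries lay below all 16. With domains of an FDR of at most 1e-10 only, the difference was -2.48 with an exact permutation p of 0.085. For eChIP it was 3.06 ± 0.0594 (SD, n = 2), a difference of -1.63 with an exact permutation p of 0.0654 and a BH value of 0.0980, and both libraries again lay below all 16. On chromosomes 1 to 5 alone, the difference for eChIP was -1.84 with an exact permutation p of 0.0196. Over all chromosomes, it moved from -1.63 to -1.44 without replicate 2 of the 0.5M group, with an exact permutation p of 0.00735. For 1 mg of tissue, the enrichment of 3.86 ± 0.228 (SD, n = 2) differed by -0.835 with an exact permutation p of 0.196 and a BH value of 0.196. The covered length was 30.6 Mb ± 4.98 (SD, n = 2) in CUT&Tag, 23.3 Mb ± 0.532 (SD, n = 2) in eChIP and 21.1 Mb ± 0.164 (SD, n = 2) for 1 mg of tissue. By their counts over identical domains, given below, the 16 libraries form 1 block apart from these 3 groups. The permutation p-values therefore cannot separate the method or input from a batch of preparation. Enrichment in CUT&Tag was also taken over the same IgG control as in the ChIP libraries.

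The domain lists of replicates were compared by the length they share. The Jaccard index of the 14 replicate pairs was 73.3% ± 10.3 (SD, n = 14), with the lowest value of 47.6% at 0.5M and the highest of 85.9% at 10M. Pairs from different groups gave 62.4% ± 13.4 (SD, n = 364), and domains placed at random gave 8.76% ± 2.23 (SD, n = 14). The index was 56.6% for 20K nuclei and 68.7% for CUT&Tag. Counted as domains of replicate 1 with any overlap in replicate 2, the agreement was 97.3% ± 2.41 (SD, n = 14). In the other direction, from replicate 2 to replicate 1, it was 93.1% ± 7.57 (SD, n = 14), with 72.1% at 0.5M, 83.2% in CUT&Tag and 87.6% for 20K nuclei.

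The ChIP counts of identical domains showed how far libraries agree beyond the domain borders. In 11 of the 14 replicate pairs, the variance ratio was below 1. Identical borders depend on the counts themselves, so the ratios were read against each other and not against 1. The remaining ratios were 1.12 in eChIP, 1.55 for 500K nuclei and 1.56 in CUT&Tag. The 112 pairs from different groups of the depth and cycle series had a median ratio of 0.955 and a range from 0.841 to 1.26, while the 8 replicate pairs of this series had a median of 0.877 and a range from 0.757 to 0.922. Each group has 1 pair only, so no other pair of a group shows whether a low ratio is unusual for it, and the replicates were kept as separate samples. Between the depth and cycle series and the other groups, the median ratio was 3.13 for 1 mg of tissue, 2.98 for 100K nuclei, 2.66 for 500K nuclei, 2.92 for 20K nuclei, 4.38 for eChIP and 7.30 for CUT&Tag. Between the libraries from 1 mg of tissue and from 100K nuclei, the median ratio was 0.944 over 4 pairs. The libraries thus split along lines that no label names as a batch. The depth and cycle libraries fall together, apart from the libraries of 1 mg of tissue, eChIP and CUT&Tag. Among the other groups, the median ratio of eChIP was 1.91 against 1 mg of tissue. Against 100K, 500K and 20K nuclei it was 2.02, 3.02 and 2.00. For CUT&Tag the 4 values were 11.5, 16.4, 14.5 and 7.35, none lower than against the depth and cycle libraries. No label shows which of these groups share a batch, so no value known to lie within a batch can be had. The batch and the group therefore cannot be told apart in comparisons of these groups with PHILO 10M or with the depth and cycle libraries.

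**Figure D3:**
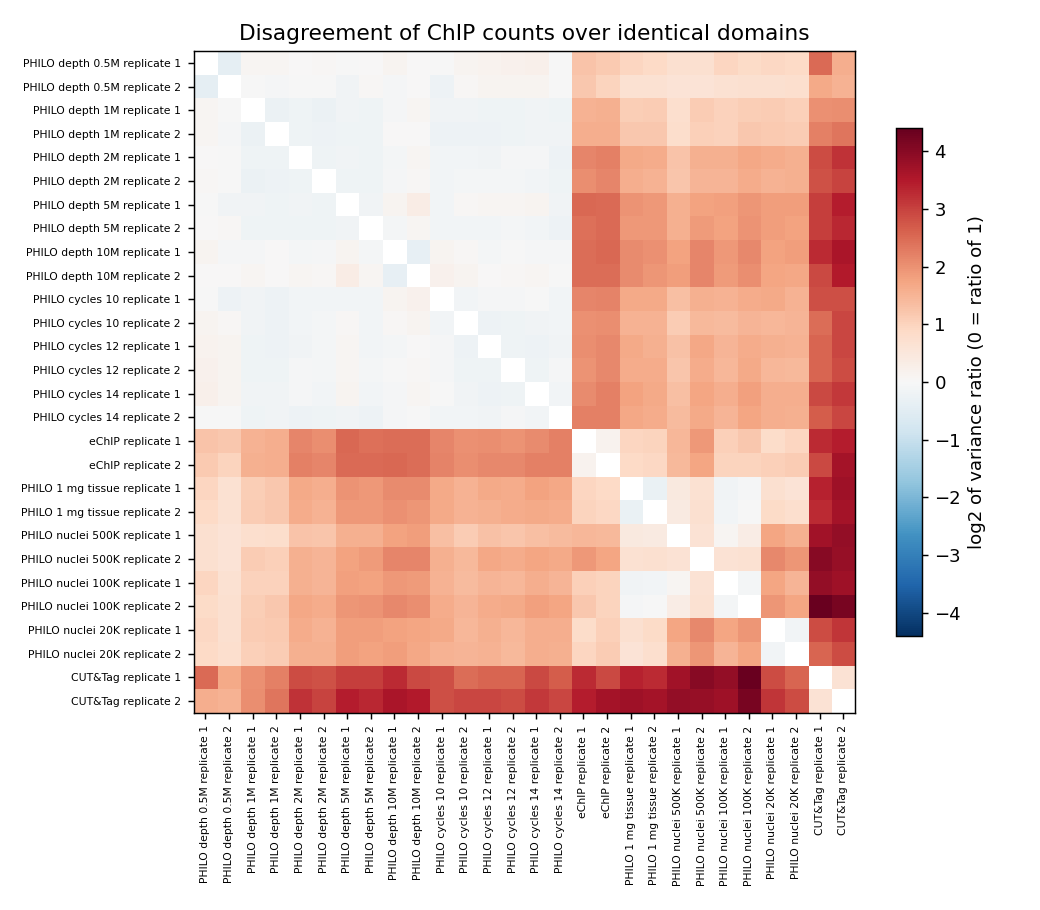
Variance ratio of the ChIP counts over domains with identical borders for every pair of the 28 libraries, as log2 in colour; 0 (white) is a ratio of 1 and red is a larger disagreement. The 16 libraries of the depth and cycle series form a block near 0, with ratios between 0.757 and 1.26 before the log2.

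Single regions were compared with edgeR in regions that had a domain in all 4 libraries of a comparison. Between 20K and 500K nuclei, 5 of 9327 regions differed, all of them higher in 20K, while 1078 had an unadjusted p-value under 0.05. The common dispersion of 0.0201 was the largest of all comparisons, so the few calls do not show that the profiles match. Restricted to the 1218 regions that were covered to at least 80% in each library, 51 differed, 24 of them higher and 27 lower in 20K. Between 100K and 500K nuclei, 0 of 12931 regions differed, while 673 had an unadjusted p-value under 0.05. Between 14 and 10 cycles, 1 of 12515 regions differed, and 634 had an unadjusted p-value under 0.05. Between 0.5M and 10M, 203 of 6818 regions differed, with 74 higher and 129 lower at 0.5M, and 0 remained with an offset for the covered length, where 1635 had an unadjusted p-value under 0.05.

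Far more regions differed from PHILO 10M in the groups outside the depth and cycle series. With 1 mg of tissue, 3624 of 13231 regions differed, 1478 higher and 2146 lower, with a median absolute log2 fold change of 0.46. With an offset for the covered length the number was 106, with 12 higher and 94 lower, so that the share of higher regions was 11.3% against 40.8%. In eChIP, 3514 of 12663 regions differed, 1482 higher and 2032 lower, with a median absolute log2 fold change of 0.53, and with the length offset 1734 differed, of which 3.34% were higher. In CUT&Tag, 3904 of 8236 regions differed, 2086 higher and 1818 lower, with a median absolute log2 fold change of 0.71. The share of higher regions among these was 53.4%, against 36.4% when libraries were scaled to the total count and 1.94% with the length offset. The offset was centred within each region only, so a greater called length in a group lowers its log2 fold changes. The shares with the offset therefore partly reflect called length and give no direction of H3K9ac. Among regions covered to at least 80% in each library, 2031 of 5898 differed with 1 mg of tissue. The numbers were 1622 of 3796 in eChIP and 187 of 259 in CUT&Tag. The shares of higher regions were then 38.7%, 43.0% and 48.7%. These 3 comparisons share the 10M libraries, so that a region that recurs in them is not independent evidence.

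The regions with the strongest evidence lay in the following genes, and most of them also differed in the length that was called. A value with the length offset moves with this difference, so a change of sign under it is no evidence for the opposite direction. Between 20K and 500K nuclei, the region on chromosome 3 from 13536601 to 13541600 holds the transcribed pseudogene AT3G33004 and 3 further genes. It had 959 ± 61.8 (SD, n = 2) counts scaled to library size (CPM, edgeR) in 20K and 248 ± 23.6 (SD, n = 2) in 500K nuclei, a log2 fold change of 1.95 ± 0.11 (SE) with an adjusted p-value of 0.00514. It was covered over its full 5000 bp in both groups. At AT5G40910 on chromosome 5 from 16394401 to 16401800, the log2 fold change was 2.10 ± 0.13 (SE), but the covered length was 7200 bp against 2200 bp and with the length offset the value was 0.39 (adjusted p-value 0.394). The region at AT5G44572 on chromosome 5 from 17968201 to 17974200 was lower after 14 than after 10 cycles, with a log2 fold change of -1.14 ± 0.16 (SE), an adjusted p-value of 0.0275, and 0.27 with the length offset. At 0.5M, the regions at AT1G43245 (chromosome 1 from 16310001 to 16311000) and AT5G60190 (chromosome 5 from 24233401 to 24236000) were higher than at 10M, with log2 fold changes of 1.00 and 1.67. The regions at HSPRO2 (AT2G40000, chromosome 2 from 16698801 to 16709200) and WRKY48 (AT5G49520, chromosome 5 from 20083801 to 20092600) were lower, with log2 fold changes of -1.10 and -1.61. With the length offset, the value was 1.33 at AT1G43245, and it changed sign at the other 3, to -0.54 at AT5G60190, 0.71 at HSPRO2 and 0.75 at WRKY48. The adjusted p-values of these 4 regions were then between 0.0815 and 0.248.

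With 1 mg of tissue, the region on chromosome 2 from 9673801 to 9681800 around AT2G22760 had 242 ± 3.41 (SD, n = 2) CPM against 18.9 ± 0.785 (SD, n = 2) in PHILO 10M. The log2 fold change was 3.68 ± 0.08 (SE) with an adjusted p-value of 3.44e-08, and 0.94 with the length offset (adjusted p-value 0.0477). Of this region, 77.7% lies between genes and 11.6% in coding sequence. The same gene was named in CUT&Tag, where the region from 9675001 to 9682400 had a log2 fold change of 3.86 ± 0.13 (SE) with an adjusted p-value of 8.97e-04, and 1.27 with the length offset (adjusted p-value 9.63e-04). AT5G01390, on chromosome 5 with a region end at 162400, was higher with 1 mg of tissue and in eChIP, with log2 fold changes of 2.45 and 2.38, and reversed to -0.58 and -0.62 with the length offset. FBA7 (AT4G26520, chromosome 4 from 13387201 to 13393000) was lower in both, with log2 fold changes of -1.96 and -2.23, and -0.40 and -0.49 with the length offset. AT2G29290 (chromosome 2 from 12585801 to 12589000) was lower with 1 mg of tissue, with a log2 fold change of -1.58, and -0.67 with the length offset. In eChIP, MGD1 (AT4G31780, chromosome 4 from 15371401 to 15384800) was higher with a log2 fold change of 1.38, and AT3G53190 (chromosome 3 from 19714001 to 19717200) was lower with -2.31. With the length offset these values were -0.40 and -0.36. In CUT&Tag, GTR1 (AT3G47960, chromosome 3 from 17697601 to 17711200) was higher with a log2 fold change of 1.50, and 0.47 with the length offset. PMI1 (AT1G42550, chromosome 1 from 15975801 to 15979400) was lower with -1.94, and -0.18 with the length offset. VFB1 (AT1G47056, chromosome 1 from 17276601 to 17277800) was lower with -1.92 ± 0.13 (SE) and an adjusted p-value of 0.00106, and remained lower with the length offset at -1.51 (adjusted p-value 8.1e-04). Of this last region, 88.2% is coding sequence.

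AT3G52390, a protein-coding gene on the minus strand of chromosome 3 from 19422988 to 19425257, had a domain in 26 libraries and none in 2, replicate 1 of the 0.5M group and replicate 1 of the 20K group. The 29 domains over it were 400 to 16000 bp wide. The deposited log2 fold change of these domains ranged from 1.12 in replicate 2 of the 20K group to 3.19 in replicate 2 of the 0.5M group. It was 2.16 ± 0.09 (SD, n = 2) in the 10M group. The domain with the highest value, from 19421001 to 19423200, lies mostly outside the gene, beyond its 3' end. It is the only domain over the gene in that library. The domains of the 10M group begin inside the gene, at 19424601 and 19424401.

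Domains were set against annotated genes. In every group, at least 94.4% of domains on average overlapped a gene. A transcription start site lay in 40.9% ± 0.118 (SD, n = 2) of domains in PHILO 10M, 42.3% ± 0.617 (SD, n = 2) in eChIP, 48.7% ± 2.46 (SD, n = 2) for 20K nuclei and 83.4% ± 0.0512 (SD, n = 2) in CUT&Tag. Over the 27444 protein-coding genes, the share of genes inside a domain was highest 400 bp downstream of the start site in each of the 13 groups of ChIP libraries and 100 bp downstream in CUT&Tag. At the start site itself, 53.4% ± 4.83 (SD, n = 2) of genes were inside a domain in CUT&Tag and 29.8% ± 0.0335 (SD, n = 2) in PHILO 10M.

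**Figure D4:**
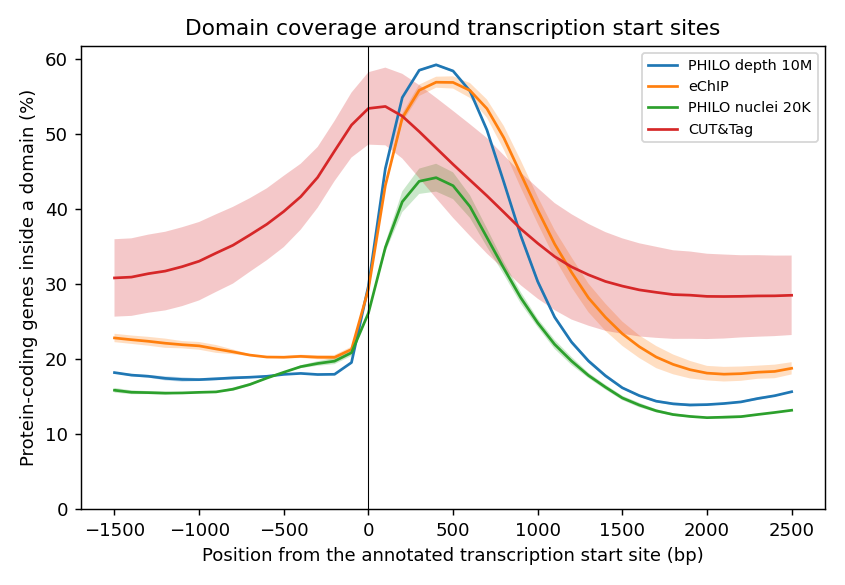
Share of 27444 protein-coding genes that lie inside a domain (in percent) at each position from 1500 bp upstream to 2500 bp downstream of the annotated transcription start site; lines are means and bands the SD of 2 replicates. The line of CUT&Tag peaks at 100 bp, and the lines of PHILO 10M, eChIP and 20K nuclei peak at 400 bp.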

Values the study reported

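The study stated that 5M reads per sample are usually enough for PHILO ChIP-seq. It gave FRiP scores above 0.5 as usual for assays of high quality. The study used 10569 Arabidopsis H3K9ac domains with a log2 fold change of at least 1 over IgG, called on merged replicates. It reported that 1 mg of seedling tissue sufficed for H3K9ac profiles. It placed the lower limit of input at 100K nuclei and described a loss of quality at 20K nuclei.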

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

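The 21 results were recomputed under 253 alternatives, of which 118 left out 1 library each. Of the values obtained, 203 kept their direction and side of the threshold or stayed within the limit set for values without a test, 10 were weaker, 11 stronger and 29 moved. Of the correlations and differences, 0 reversed in direction, while the numbers of differing regions were compared by size and not by direction. The correction for GC content and the overlap counted from replicate 2 were chosen after the data had been seen. The permutation tests of 2 against 2 libraries cannot pass 0.05 under any setting, so their agreement says nothing about stability.

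The relations of domain count and recovery with depth kept their side of the threshold under all alternatives run, with Spearman correlations from 0.960 to 0.985 and from 0.927 to 0.976. Pooled enrichment against depth passed the threshold with domains of a log2 fold change of at least 1 (-0.862), with the nuclear chromosomes alone (-0.862) and with the median log2 fold change (-0.886). Leaving out 1 library, with all chromosomes kept, gave correlations from -0.712, without replicate 1 of the 0.5M group, to -0.161. Against PCR cycles, pooled enrichment reached -0.956 under the same 3 settings. The plastid domain is removed by construction in the nuclear setting and lies below the limit in the setting on the fold change. This domain therefore kept both relations from an unadjusted permutation p under 0.05. Against PCR cycles, that p was 0.0222 on the nuclear chromosomes, a value that for nuclei number did not hold after correction.

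Pooled enrichment against nuclei number stayed at 0.949 in each of the 6 fits that left out 1 library, with a permutation p of 0.0667 that 5 libraries cannot improve on. The difference of CUT&Tag in pooled enrichment was -2.48 with an FDR of at most 1e-10 and -2.01 against the 10M libraries alone, where the exact p cannot pass the threshold. The cause of the former was not tested. For eChIP it passed with a log2 fold change of at least 1 (-1.79), on the nuclear chromosomes (-1.84) and with the median log2 fold change (-0.63). With all domains kept, it ranged from -1.72 to -1.44 across the 18 fits that left out 1 library. The replicate overlap was 97.3% as a share of the domains of replicate 1 and 93.1% as a share of those of replicate 2, since any overlap counts as shared there.

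The replicate numbers in the labels name no shared batch. Replicate 1 had more domains in 1 of 5 depth groups, 2 of 3 cycle groups and 0 of 3 nuclei groups, so the numbers were not taken as pairs. With a replicate block, pooled enrichment against nuclei number was 0.956 with a permutation p of 0.0556, the smallest that the block allows. The CUT&Tag difference was -2.29 with an exact p of 0.5. The same p of 0.5 came out for the differences of eChIP (-1.63) and 1 mg of tissue (-0.835), so it does not separate them. The block called 57 regions for 20K nuclei (45 higher and 12 lower), 2 for 100K nuclei and 29 for 14 cycles (19 higher and 10 lower). It called 193 for 0.5M, 3726 for 1 mg of tissue, 3359 for eChIP and 3487 for CUT&Tag, and moved no other correlation or difference across the threshold.

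The numbers of differing regions moved most. DESeq2 called 21 regions for 20K nuclei, 2 for 100K nuclei, 0 for 14 cycles (106 at an unadjusted p under 0.05) and 436 for 0.5M. Regions covered to at least 80% gave 51 for 20K nuclei (24 higher and 27 lower), 0 for 14 cycles (213 at an unadjusted p under 0.05), 5 for 0.5M (4 higher and 1 lower, against 74 and 129), 2031 of 5898 for 1 mg of tissue, 1622 of 3796 for eChIP and 187 of 259 for CUT&Tag, where fewer regions were tested. The length offset gave 4 for 20K nuclei, 0 for 14 cycles (567 at an unadjusted p under 0.05), 0 for 0.5M (1635 at an unadjusted p under 0.05), 106 for 1 mg of tissue (12 higher and 94 lower), 1734 for eChIP and 4695 for CUT&Tag. For CUT&Tag, the share of higher regions was 53.4%, but 36.4% with scaling to the total count and 1.94% with the length offset. The last value partly reflects the greater called length in CUT&Tag. Of the 3624 regions called for 1 mg of tissue, 48 were called in the same direction with this offset. Domains with a log2 fold change of at least 1 gave 9 for 20K nuclei (3 higher and 6 lower), 3 for 100K nuclei and 0 for 14 cycles (594 at an unadjusted p under 0.05). Among the 4710 regions common to all 28 libraries, 0 differed for 20K nuclei (504 at an unadjusted p under 0.05), 1867 for 1 mg of tissue, 1841 for eChIP and 2576 for CUT&Tag, and the 1 region that differed for 14 cycles was higher there. The GC offset gave 2 for 100K nuclei, 8 for 14 cycles and 46 for 0.5M. Except where fewer regions were tested, the cause was not tested. Leaving out 1 library would leave an arm of 1 in these tests and was not run.

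Among the region comparisons, that of 0.5M with 10M kept the smallest share of its merged regions. Only 6818 of 15001 had a domain in all 4 libraries. The simulated test also recovered the smallest share of changed regions there, 73.0%.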

Other observations

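The tests of sequencing depth, of domain merging, of the plastid domain and of random subsets were chosen only after the result they bear on had been seen, as was the lowest relative depth of 0.3 for the pairs in the depth test.

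Libraries outside the depth and cycle series differed from PHILO 10M over identical domains by more than replicates did. The median variance ratio was 4.06 for 1 mg of tissue, 5.52 for eChIP and 11.2 for CUT&Tag, the last over 137 to 201 domains per pair only, and 4.52 for 20K against 500K nuclei. A larger share of background reads shaped like the IgG control, as the whole cause, is argued against. With such a share in the model, the ratios were 4.06, 4.44, 3.82 and 2.62, while the limits set by the replicates, estimated the same way without the term, were 0.824, 1.12, 1.64 and 1.59. Background may still account for part of the pattern in CUT&Tag and in 20K nuclei, where the ratio dropped most and the fitted IgG share was 69.2% and 35.8%. A GC trend as the whole cause is argued against in the same way, with ratios of 3.98, 5.10, 10.3 and 3.85. Depth is argued against as well. Pairs of depth and cycle libraries with at least as large a depth difference reached at most 1.26, or 1.05 for the larger differences of CUT&Tag, whereas the lowest ratio of these comparisons was 3.87, 5.43, 7.41 and 2.97. A batch of library preparation stays open, as does the input or method that the design names, and for 1 mg of tissue, eChIP and CUT&Tag they cannot be told apart because each of these groups lies on the other side of the split from PHILO 10M. By the chi-square form, the median ratio was 3.60 between the 20K and 500K nuclei and 2.92 between the 20K nuclei and the depth and cycle libraries. A batch between the 20K and 500K nuclei was not tested and stays open as well. The libraries from 1 mg of tissue and from 100K nuclei had a ratio of 0.944 between them, far below these values, which may point to a shared preparation that no label gives.

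The 20K nuclei libraries had fewer domains than the 500K libraries, and CUT&Tag fewer than PHILO 10M. A lower depth alone is argued against for both. Of 12 depth and cycle libraries with a lower depth than the 20K libraries, 10 had more domains, and of 9 with a lower depth than the CUT&Tag libraries, 7 had more. For CUT&Tag, the merging of neighbouring domains into wider ones might lower the count, since 17.2% ± 2.79 (SD, n = 2) of its domains spanned 2 or more reference regions. It is not the whole cause, because 18.5% ± 7.37 (SD, n = 2) of reference regions had no CUT&Tag domain at all, against 4.25% ± 1.71 (SD, n = 2) in PHILO 5M. Whether the input, the method or a batch of preparation is behind the remainder was not tested.

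On the nuclear chromosomes, pooled enrichment fell as depth rose. A candidate explanation is that weaker domains are called at a greater depth. In the 6630 regions with a domain in all 10 depth libraries, which exclude such domains, the Spearman correlation was still -0.812 with a permutation p of 0.00721, so the added domains are not the whole cause. The covered length inside these regions rose from 8.42 Mb in replicate 2 of the 0.5M group to 12.5 Mb in replicate 2 of the 10M group. Weaker flanks called at greater depth stay open, and so does a selection of high counts in shallow libraries. No biological explanation was tested, since these libraries differ by label in depth only.

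A larger share of domains held a transcription start site in CUT&Tag than in PHILO 10M. Wider domains as the whole cause are argued against, since among domains of 800 to 1200 bp the share was 74.2% ± 2.58 (SD, n = 2) in CUT&Tag and between 28.7% and 34.8% in the 16 depth and cycle libraries. A preference of Tn5 for open promoters is a candidate explanation that the IgG control cannot test, because all lists share the same IgG counts. A true difference in the chromatin that each method captures also stays open.

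A domain over the whole plastid genome occurred in 7 libraries, and in 5 groups in 1 replicate but not in the other. The library with this domain had the lower relative nuclear reads in domains in 5 of these 5 pairs and the lower nuclear enrichment in 3. A larger share of background reads in that library is a possible explanation, but the smallest two-sided sign test p for 5 pairs is 0.0625, so it cannot be told apart from chance. CUT&Tag replicate 1 also had 2 domains on the mitochondrial genome, which held 4.23% and 1.51% of its counts in domains. No biological explanation was tested.

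Libraries of different labelled depth had variance ratios near those of replicates, which might arise if shallower libraries were random subsets of deeper ones. The lowest variance ratio of the 4 pairs of 5M and 10M libraries was 0.948, while subsets would give from 0.276 to 0.393. A random draw of the 5M libraries from the reads of the 10M libraries is therefore argued against. The other depths were not tested for this. The study states that the samples of the depth series were processed independently and that each was sequenced to its own depth.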
